A study of Mus musculus with 12 samples. Its data were reported in "Oxidative stress activates a specific p53 transcriptional response that regulates cellular senescence and aging" (2013).

How the data were processed

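The series holds 12 arrays of the Affymetrix Mouse Genome type, 1 for each of 4 tissues (thymus, heart, lung, liver) and 3 genotypes (WT, p66−/−, p53−/−), each from RNA pooled from 4 mice. Groups were taken from the sample labels alone. The deposited values are log2 signals per probe set, which the authors made in Partek 6.5 by RMA, that is background correction, quantile normalization and median polish. The scale was checked on the values, which lay near 3 to 15 on every array. The numbers below were computed from these values with no further normalization, and no raw intensity file was used here.

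Of 45101 probe sets, 64 controls were set aside. Of the other 45037, 34945 carried 1 gene symbol in the probe table, 932 carried several and 9160 carried none here, and the last 2 kinds were left out of the gene values. The Entrez numbers of 34754 were matched to a RefSeq table of mouse genes, which was used for names alone, and 0 symbols were updated. Each of 18193 genes was represented by its probe set with the highest mean log2 over the 12 arrays, and 1523 of these probe sets end in _x_at or _s_at and may bind related transcripts. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used, with R 4.3.3 and limma 3.58.1.

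Within a tissue, the log2 value of the WT array was subtracted from that of the knock-out array. Genes were counted at a difference of 1 or more on the log2 scale, that is 2-fold, and no p was computed, since there was 1 array per group. Concordant genes were those 2-fold or more different in the same direction in both knock-outs. Beside them are given the overlap of independent lists, the mean of 100 simulations of unchanged arrays that share 1 control, the covariance of the differences, and the count with either knock-out array as the shared reference.

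Across tissues, limma was fitted to all 12 arrays with tissue as a fixed block, which left 6 residual degrees of freedom, and a Benjamini-Hochberg adjusted p under 0.05 was the threshold. The residual of this fit holds effects that differ between tissues together with array noise. The fit treats the arrays of a genotype as independent, although their pools may share mice. Lists were tested by fry in the same fit, adjusted over 29 lists and both knock-outs, and by camera as an alternative. The fry p is directional and does not compare a list with other genes.

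The 29 fixed lists were the pathway lists p53 activated targets, G2-M phase, S phase, NRF2 and antioxidant, unfolded protein response, heat shock, immediate early, circadian clock, glucocorticoid and fasting, sterol and fatty acid synthesis, oxidative phosphorylation, interferon response, acute phase and sex-biased liver genes, the study's own table of G2-M genes, and markers of thymocytes, mature T cells, B cells and plasma cells, thymic epithelium, myeloid cells, erythroid cells, adipocytes, skeletal muscle, cardiomyocytes, hepatocytes, lung epithelium, endothelium, smooth muscle and fibroblasts, and pancreas and thyroid. A list of salivary gland markers was added after the data were seen. Within a tissue, the median difference of a list was set against 10000 random lists of the same size matched on signal, and called outside their range below the 2.5 or above the 97.5 percentile. This describes the arrays and is not a test. Probe sets that H2O2 changes in cultured MEFs dependent on p53 and p66Shc, 206 lowered and 181 raised, were treated in the same way.

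Named genes followed a rule. It took Shc1, in thymus the 8 genes highest and the 8 lowest against WT per knock-out, in each other tissue the 4 highest and 4 lowest, and in each tissue the 5 highest and 5 lowest in both knock-outs by the smaller of the differences. These were drawn from genes at or above the median signal of the tissue. From each limma fit came the 10 genes of lowest p in each direction past the threshold or, failing that, the 5 of lowest p as values, and from each list up to 4 members with the largest differences. The groups, this rule, the 29 lists, the thresholds, the tests and the first set of alternatives below were chosen before the data were examined.

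The alternatives in this first set were thresholds of 1.5-fold and 3-fold, brighter genes alone, repeated quantile normalization, median centring, cyclic loess within a tissue, the mean of all probe sets of a gene, leaving out probe sets ending in _x_at or _s_at, another reference array, each tissue left out in turn, an intensity trend or a random block for tissue in limma, only the 8 arrays of the genotypes compared, list means in place of medians, and camera in place of fry. Chosen after seeing the data were the comparison of the knock-outs with each other, leaving out thymus and lung together, the salivary gland list and differences in thymus taken relative to thymus-enriched genes. These last were genes outside the cell cycle lists and the MEF lists whose signal on both knock-out thymus arrays exceeded that on every array of the other tissues by 2 log2 units (187 genes), or by 3 as a stricter choice (65 genes). The WT thymus array was not used to choose them. In another choice, 41 of the 187 known for DNA replication, the cell cycle or mitosis, listed by hand, were left out, and thymocyte and interferon genes were also set against the 187 genes without those on the same list. Arrays of mice that lack both genes were not analysed here.

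The limma fit, the fry test, the counts at 2-fold and the random range of lists were tested on simulated data. In the fit across tissues, with 50 genes changed at each size among 18193, limma recovered 13 of 1.5-fold, 41 of 2-fold, 50 of 4-fold and 50 of 8-fold changes, with 7 false calls. A list raised 1.5-fold was found by fry, which also called 6 of 100 unchanged lists at the 0.05 level. For single thymus, heart and liver arrays, 100 of 100 genes changed 4-fold were counted at the 2-fold threshold, and 98 of 100 for lung. Of 50 unchanged lists per tissue, 3, 2, 2 and 0 lay outside the random range in thymus, heart, lung and liver.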

Results

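Transcript levels were measured on 12 Affymetrix Mouse Genome expression arrays, covering thymus, heart, lung and liver of Sv/129 mice aged 2 months. The mice were wild type (WT), lacked p66Shc (p66−/−), the Shc1 isoform linked to oxidative stress and apoptosis, or lacked the tumour suppressor p53 (p53−/−). The plots label the last groups p66KO and p53KO. Each array held RNA pooled from 4 mice, and there was 1 array for each tissue and genotype. Differences within a tissue therefore have no replicate check, and the number of arrays limits their precision. Values are log2 signals, and a log2 difference of 1 is 2-fold. The mean signal lay between 6.55 and 6.59 on all 12 arrays. Correlation across probe sets, which are not independent replicates, was lowest among arrays of 1 tissue between the WT thymus array and the p53−/− and p66−/− thymus arrays (r = 0.928 and 0.924), whereas the knock-out thymus arrays had r = 0.982 with each other. In lung, the p53−/− array stood apart (r = 0.964 with WT), while the p66−/− array had r = 0.989 with WT. The first of the Shc1 probe sets read 7.27 on the p66−/− thymus array against 7.24 on the WT thymus array, and 8.08 on the p66−/− lung array against 5.74 on the WT lung array. Neither Shc1 probe set is stated to lie in the deleted part, so they are no check of the genotype labels, and the p53 transcript was not analysed here.

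The comparisons of each knock-out with WT ask which transcripts depend on p53 or on p66Shc in a tissue, the genes different in both ask which depend on the 2 together, and the comparison between the knock-outs asks where these part. Thymus held the most genes 2-fold or more different, mostly higher in the knock-outs, whereas most of those in heart, liver and p53−/− lung were lower. The p53−/− thymus array had 1618 genes 2-fold or more higher and 875 lower, which is 13.7% of 18193 genes, and the p66−/− thymus array had 2319 higher and 869 lower, or 17.5%. Heart had 21 higher and 378 lower in p53−/− and 33 higher and 304 lower in p66−/−. Lung had 112 higher and 754 lower in p53−/−, but only 62 higher and 57 lower in p66−/−. Liver had 17 higher and 76 lower in p53−/−, and 15 higher and 55 lower in p66−/−. Simulated arrays with no change gave 324, 39, 584 and 42 genes at this threshold in thymus, heart, lung and liver. These counts lie near the 327, 52, 615 and 39 genes that differed between the knock-out arrays. In lung the simulated count exceeds the 119 of p66−/− against WT, so it is no floor for unchanged arrays there.

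**Figure D1:**
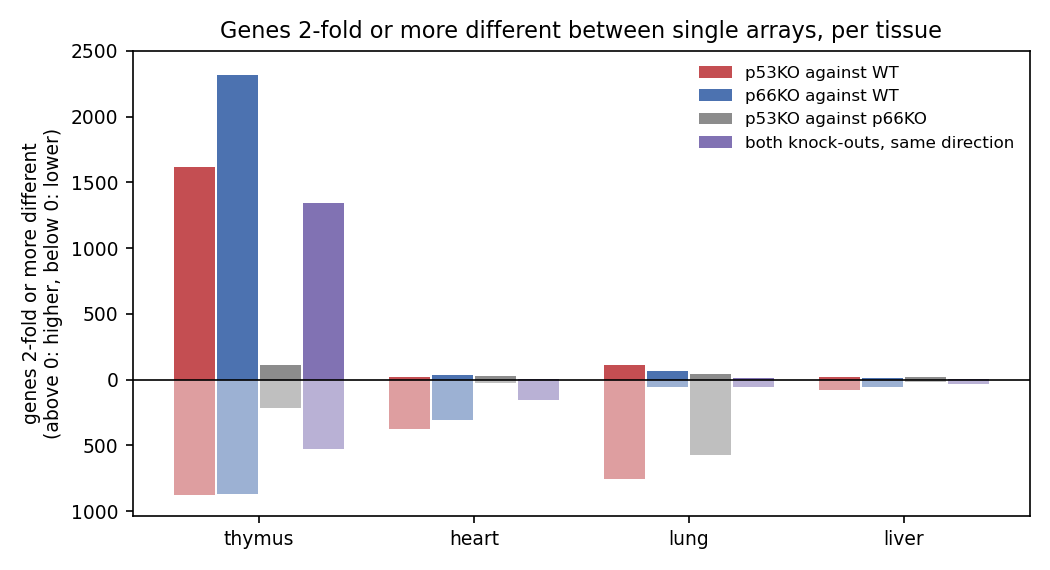
Number of genes 2-fold or more higher (above 0) or lower (below 0) between single arrays, per tissue, for p53KO against WT, p66KO against WT, p53KO against p66KO, and for genes different from WT in the same direction in both knock-outs. Thymus has the tallest bars, with 1618 and 2319 genes higher, and under cyclic loess scaling these become 835 and 1099, fewer than the 1200 and 1268 that are then lower.

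Genes of the cell division cycle and markers of immature thymocytes were higher on both knock-out thymus arrays than on the WT thymus array, while transcripts typical of salivary gland were lower. The G2-M genes, which drive mitosis, had a median difference of 2.01 in p53−/− and 1.94 in p66−/−, and 45 and 42 of the 53 measured were 2-fold or more higher. Among them were Top2a (3.82 and 3.44), which untangles DNA before division, and the proliferation marker Mki67 (3.65 and 3.26). The S phase genes, which copy DNA, had medians of 1.47 and 1.71, with 28 and 29 of 41 at least 2-fold higher, led by Cdca7 and the helicase subunit Mcm5. The study's own table of G2-M genes had medians of 1.91 and 1.87, with 23 and 24 of 31 at least 2-fold higher; it was chosen partly on these arrays and is not independent evidence. Each of these medians lay above those of all 10000 random lists of like signal.

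In the same thymus arrays, thymocyte markers were higher by a median of 1.45 in p53−/− and 1.40 in p66−/−, with 17 of 23 at least 2-fold higher in each, and with cyclic loess by 0.75 and 0.62. Arpp21 stood at 2.73 and 1.86, Bcl11b, needed for T lineage commitment, at 2.22 and 1.98, and Cd3g, a chain of the T cell receptor complex, at 2.05 and 1.82. Mature T cell markers differed less, with medians of 0.46 and 0.39, and the p66−/− value lay inside the range of random lists. Their cyclic loess medians were 0.415 and 0.513, which left gaps of only 0.33 and 0.11 to the thymocyte markers. Thymic epithelial markers had medians of 0.53 and 0.89, of which the p53−/− value lay inside that range, and included the chemokine Ccl25 (1.60 and 2.64) and the keratin gene Krt5 (1.73 and 1.78). Interferon response genes had medians of 0.62 and 0.93, among them Ifit2 (2.29 and 2.88) and the immunoproteasome subunit Psmb9 (1.51 and 1.97). With cyclic loess the p66−/− medians of thymic epithelial and interferon genes were 0.53 and 0.62. Salivary gland markers, listed after the data were seen, moved with all of these groups. They had a mean signal of 12.17 on the WT thymus array and medians of -8.03 in p53−/− and -7.86 in p66−/−, and 26 of 31 were 2-fold or more lower in each. The 18S ribosomal RNA control probe sets moved with them in p66−/−, at -4.89 against WT and at -0.56 in p53−/−. A further 187 thymus-enriched genes outside the cell cycle lists, among them other genes of cell division such as Cdca5 and Pclaf, had medians of 1.65 in p53−/− and 1.73 in p66−/−. The 146 left without 41 genes known for cell division had medians of 1.52 and 1.58. Relative to the 187 genes at like signal, the direction turned for interferon response genes (-0.96 and -0.85), for S phase genes in p53−/− (-0.026) and for thymocyte markers (-0.35 and -0.16). Of these markers 15 of 23 are themselves among the 187, and relative to the others they stood at -0.27 and -0.24.

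**Figure D2:**
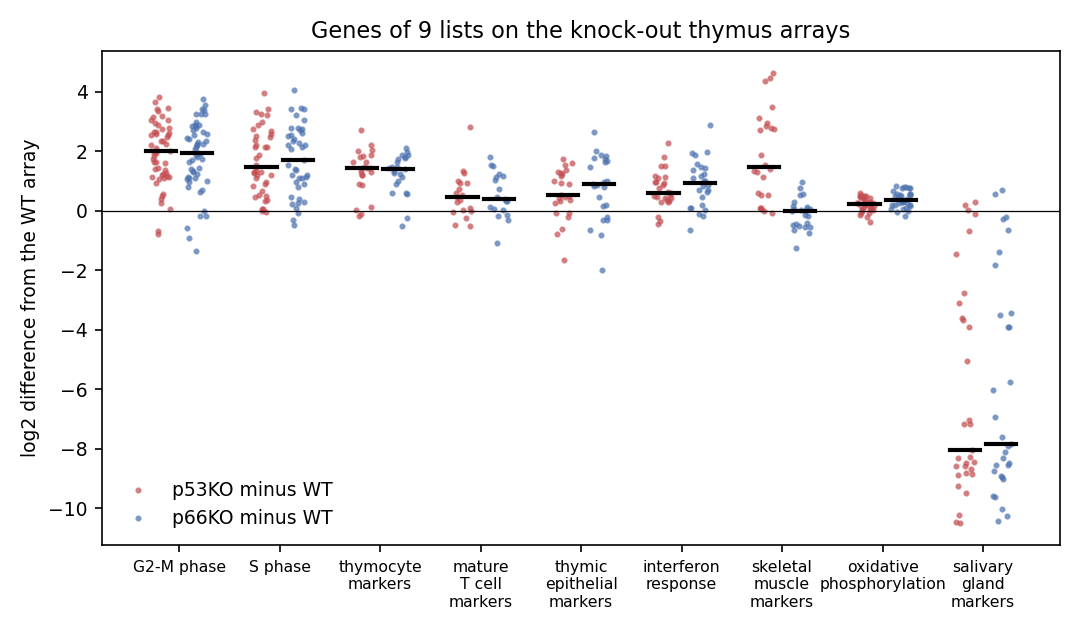
Log2 difference from the WT thymus array of each gene (point) in 9 lists, for p53KO and p66KO, with the list median as a black line. G2-M genes centre on 2.01 and 1.94 and salivary gland markers on -8.03 and -7.86, while skeletal muscle markers are high in p53KO only (median 1.46) and the oxidative phosphorylation medians turn negative when quantile or loess scaling is repeated.

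The largest single differences in thymus followed these groups, apart from skeletal muscle genes in p53−/−, where Tnnc2 (4.63) and Acta1 (4.47) stood highest. The cell division genes Cdca5 (4.31 and 4.17), Cdca7 (3.96 and 4.06) and Pclaf (3.78 and 3.74) led the genes higher in both knock-outs, and Cdca8, Nusap1, Pbk and Uhrf1 were higher by 3.76, 3.54, 3.51 and 3.44 in p66−/−. The lowest were the salivary gland genes Prol1 (-10.47 and -10.43), Scgb2b27 (-10.23 and -10.28), Mucl2 (-10.49 and -10.03), Pip (-9.26 and -9.63), the kallikreins Klk1b16 (-9.49 and -9.58), Klk1b5 (-8.89 and -8.74) and Klk1b11 (-8.59 and -8.95), Dcpp1 (-8.86 and -8.92), Car6 (-8.57 and -9.03) and the growth factor gene Egf (-8.80 and -8.56). On the knock-out arrays these salivary gland genes read from 3.76 to 5.99, below the array medians of 6.30 in p53−/− and 6.22 in p66−/−. Differences are compressed at such signals, so these values and their order are approximate. Markers of other tissues separated the knock-outs. Skeletal muscle markers had a median of 1.46 in p53−/− and 0.01 in p66−/−, led in p53−/− by Tnnc2 (4.63), the actin gene Acta1 (4.47) and the myosin light chain gene Mylpf (3.50). Cardiomyocyte markers had medians of -0.70 and -0.15, with Myh6, the cardiac myosin heavy chain, at -3.67 and -0.22. Adipocyte markers had medians of -0.63 in p53−/− and 0.06 in p66−/−, and the latter turned negative with repeated quantile or loess scaling. Smooth muscle and fibroblast markers had medians of -0.59 and -0.21, and with cyclic loess of -1.02 and -0.64, while the adipocyte median in p53−/− was then -0.98.

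Among 3188 genes 2-fold or more different in p66−/− thymus and 2493 in p53−/− thymus, 1342 were higher and 529 lower in both, which is 75.1% of the p53−/− genes. Independent lists would share 248 genes, and simulated unchanged arrays that share 1 control gave a mean of 97.7. The covariance across genes of the differences was 0.599, against 0.082 in the simulation. Part of this excess may come from the single WT array used in both comparisons. That array stood apart from the p53−/− and p66−/− thymus arrays (r = 0.928 and 0.924, against 0.982 between these), and it held the salivary gland transcripts. What is particular to it enters both comparisons, and how much of the excess it carries cannot be split. Only 112 genes were 2-fold or more higher and 215 lower in p53−/− than in p66−/−, and with the p53−/− or the p66−/− array as the shared reference the concordant genes numbered 153 and 103. The share of genes that were higher, 64.9% in p53−/− and 72.7% in p66−/−, depended on scaling. It was 45.9% and 49.3% with quantile normalization repeated and 41.0% and 46.4% with cyclic loess, which left 608 concordant genes higher and 815 lower.

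Probe sets that H2O2 lowers in mouse embryonic fibroblasts (MEFs) in a manner that needs p53 and p66Shc, which the study chose on cultured cells, were tested for the opposite direction in the tissues. In thymus the 206 lowered probe sets were higher in the knock-outs, by a median of 0.50 in p53−/− and 0.60 in p66−/−, and 67 and 75 of them were 2-fold or more higher. Salivary gland markers moved with them in the other direction, as given above. In heart their medians were -0.03 and -0.10, in lung -0.04 and 0.05, and in liver -0.08 and 0.01, of which the p66−/− lung and liver values lay inside the range of random lists. The 181 probe sets that H2O2 raises had medians of 0.08 and 0.07 in thymus, -0.09 and -0.10 in heart, -0.10 and -0.03 in lung and -0.03 and -0.02 in liver, of which the p66−/− lung and both liver values lay inside that range. Of all 387 probe sets, 67 (17.3%) were 2-fold or more different in the opposite direction in both knock-outs in thymus, against 3 in heart, 0 in lung and 2 in liver.

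In heart, heat shock genes, glucocorticoid and fasting genes and acute phase genes were lower in both knock-outs. The heat shock genes, which encode chaperones, had medians of -0.90 in p53−/− and -0.71 in p66−/−, with 7 and 6 of 15 at least 2-fold lower, and with cyclic loess of -0.60 and -0.30. Hspa1b stood at -3.37 and -2.95, Hspa1a at -2.42 and -2.50, Dnajb1 at -1.96 and -1.78 and Hsph1 at -1.92 and -1.72. Glucocorticoid and fasting genes had medians of -0.52 and -0.60, with the gluconeogenic gene Pck1 at -1.82 and -1.95 and Pdk4, which restrains glucose oxidation, at -1.60 and -1.63. Acute phase genes had medians of -0.51 and -0.59, including haptoglobin (Hp, -1.92 and -2.09) and Lcn2 (-1.84 and -1.89). Unfolded protein response genes had medians of -0.39 and -0.35, of which the p66−/− value lay inside the range of random lists. With cyclic loess the medians were -0.30 and -0.33 for glucocorticoid and fasting genes, -0.34 for acute phase genes in p53−/−, and -0.24 and -0.06 for unfolded protein response genes, of which the last was -0.006 with quantile normalization repeated. The metallothionein Mt2 stood at -1.71 and -2.49, the calcium-binding S100a9 of neutrophils at -1.92 and -2.36 and Cd24a at -2.56 and -2.08. Few genes were higher: Nme1 (1.33 and 1.60), Mapk12 (1.10 and 1.08) and, in p53−/− alone at 2-fold, Mgst3 (1.08) and Fam25c (1.02), while Tmem59 (1.20), Ppp1r3a (1.19) and Ldlrad4 (1.11) were higher in p66−/−.

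Salivary gland transcripts also differed between the heart arrays. Their median was -0.81 in p53−/− and -0.35 in p66−/−, with 13 and 8 of 31 at least 2-fold lower, and Mucl2 stood at -7.28 and -7.38, Car6 at -4.06 and -3.63 and Scgb1b27 at -3.75 and -3.82. Restricted to brighter genes, the p53−/− median turned to 0.10. Hepatocyte markers had medians of -0.40 and -0.12 in heart, with Ttr, which carries thyroid hormone, at -2.92 and -0.67. B cell and plasma cell markers had medians of -0.25 and -0.04, the first of which turned to 0.09 with brighter genes alone. Myeloid markers had medians of -0.23 and -0.31, adipocyte markers -0.23 and -0.67, and smooth muscle and fibroblast markers -0.31 and -0.57. With cyclic loess the last were -0.02 and -0.24, and myeloid and adipocyte markers in p53−/− -0.07 and -0.08. Before loess the p53−/− medians of these lists lay inside the range of random lists. So did the p66−/− medians of hepatocyte and of B cell and plasma cell markers. Cardiomyocyte markers, at -0.14 and -0.20, and endothelial markers in p53−/−, at -0.08, turned positive with cyclic loess. Before loess the p66−/− cardiomyocyte median lay above the range of random lists, and the p53−/− cardiomyocyte and endothelial medians lay inside it. Concordant genes numbered 4 higher and 155 lower, or 39.9% of the p53−/− genes, against 6.35 for independent lists and 7.14 in the simulation, and the covariance was 0.138 against 0.042. Here too the shared WT array may account for part of the excess, and with the p53−/− or p66−/− array as reference the number was 19 or 7. Of the p53−/− genes 5.26% and of the p66−/− genes 9.79% were higher, against 11.1% and 25.2% with quantile normalization repeated and 1.47% and 3.26% with median centring.

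In lung, liver transcripts and heat shock genes were lower in the p53−/− array. Thymocyte, B cell and plasma cell transcripts were higher in the p66−/− array. Hepatocyte markers had medians of -2.49 in p53−/− and -0.83 in p66−/−, with 19 and 5 of 24 at least 2-fold lower. The fibrinogen chain gene Fga stood at -5.61 and -1.47, Ttr at -4.74 and -0.68, the heme carrier Hpx at -4.64 and -1.81, and the cytochrome Cyp2c29 at -4.45 and -1.17. Acute phase genes had medians of -1.49 and -0.95, with Saa1 at -5.19 and -4.74, and sex-biased liver genes -0.65 and -0.29. Heat shock genes had medians of -1.19 and -0.46, with 8 and 5 of 15 at least 2-fold lower, including Hspa1a (-3.99 and -3.54) and Hspa1b (-4.35 and -2.41). Unfolded protein response genes had medians of -0.49 (-0.28 with cyclic loess) and -0.17, and glucocorticoid and fasting genes -0.52 and -0.12. Skeletal muscle markers had medians of -0.75 and -0.15 and cardiomyocyte markers -0.50 and -0.30. Along with these groups, the 18S ribosomal RNA control probe sets were higher by 4.27 on the p53−/− lung array than on WT. The 3' end of Gapdh exceeded its 5' end by 2.29 on the WT lung array, by 1.32 on p66−/− and by 0.66 on p53−/−, a measure of RNA quality.

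Thymocyte markers were higher in lung by a median of 0.84 in p66−/− and 0.41 in p53−/−, and 11 of 23 were at least 2-fold higher in p66−/−. Mature T cell markers had medians of 0.19 in p66−/− and 0.26 in p53−/−. Whether the p66−/− lung sample held thymus tissue was not tested. Rag1 stood at 3.35 and Satb1, a chromatin organizer of thymocytes, at 2.52 in p66−/−, against 0.81 and 0.23 in p53−/−. The T cell receptor gene Trbv1 (3.68), the immunoglobulin gene Igkv8-30 (2.62) and Jchain, which joins antibody subunits (2.56), were the other genes highest in p66−/− lung, and B cell and plasma cell markers had medians of 0.42 in p66−/− and 0.24 in p53−/−. Interferon response genes had a median of 0.27 in p66−/−. Adipocyte markers had medians of 0.47 in p53−/− and 0.26 in p66−/−, with the hormone gene Adipoq at 1.18 and 1.66. Ogn (1.59 and 1.71), Emcn (1.34 and 1.29), Cox8b (1.27 and 1.22) and the collagen gene Col4a3 (2.20 and 1.14) were also higher in both, and Rpl27a (2.00), Rpf2 (1.87) and Pfn1 (1.76) in p53−/−. S100a8 (-2.27 and -1.60), Fetub (-2.17 and -1.60) and Syt7 (-1.30 and -1.60) were lower. Concordant genes numbered 12 higher and 53 lower, or 7.51% of the p53−/− genes, against 2.74 for independent lists and 180 in the simulation of a shared control. The covariance of 0.069 lay below the simulated 0.104. The simulated arrays differed at more genes (584) than the p66−/− array did from WT (119). These simulated values therefore do not show sharing below that of unchanged arrays. With the p53−/− array as reference 432 genes were concordant and with the p66−/− array 28. Of the p53−/− genes 12.9% were higher, against 24.3% with quantile normalization repeated and 6.51% with median centring.

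In liver, few genes differed, and acute phase, glucocorticoid and fasting, and heat shock genes were lower in both knock-outs. Acute phase genes had medians of -0.45 in p53−/− (-0.26 with cyclic loess) and -0.33 in p66−/−, with 5 and 6 of 18 at least 2-fold lower. Lcn2, which binds bacterial siderophores, stood at -5.62 and -5.98, and the serum amyloid genes Saa1 at -4.03 and -4.78, Saa2 at -4.00 and -5.07 and Saa3 at -4.21 and -4.49. Glucocorticoid and fasting genes had medians of -0.68 and -0.40, with Mt2 at -2.81 and -4.59 and the fatty acid hydroxylase Cyp4a14 at -4.10 and -1.68. Heat shock genes had medians of -0.73 and -0.37, with Hspa1b at -2.63 and -1.54, and unfolded protein response genes -0.47 and -0.30, with Dnajb9 at -1.32 and -0.83. Immediate early genes were slightly higher, with medians of 0.17 and 0.23, including Egr1 (1.58 and 0.82) and Dusp1 (0.91 and 1.53). Scgb1a1, a secretory product of airway club cells, was the gene most higher in both knock-outs (4.27 and 4.48), followed by Inmt (1.56 and 1.43), Rgs16 (1.38 and 0.95), Zg16 (0.95 and 1.31) and Ces1e (1.44 and 0.92). The WT liver signal of Scgb1a1 was 4.63, below the array median of 6.225, so the size of its difference is approximate. Socs2 (1.69) and Mtm1 (1.45) were higher in p66−/− alone, and stood at -0.62 and -1.41 in p53−/−. Skeletal muscle markers had medians of -0.10 and -0.40, and hepatocyte markers -0.18 and -0.10, the first of which turned positive with cyclic loess. Concordant genes numbered 4 higher and 34 lower, or 40.9% of the p53−/− genes, against 0.244 for independent lists and 13.7 in the simulation, with a covariance of 0.061 against 0.025. The shared WT liver array may again contribute, and either knock-out array as reference gave 15.

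Genes that p53 activates directly had medians just below WT in p53−/− heart, lung and liver and in p66−/− heart, each below the range of random lists, and inside that range in the other comparisons. The medians in p53−/− and p66−/− were -0.14 and -0.22 in heart, -0.20 and -0.0021 in lung, -0.11 and -0.01 in liver, and 0.07 and 0.20 in thymus, where the p53−/− value turned negative with repeated quantile or loess scaling. With quantile normalization repeated, the p53−/− values were -0.08 in heart and -0.05 in lung. In p53−/− the cell cycle inhibitor Cdkn1a stood at -1.02 in heart, -0.85 in lung and -1.21 in liver but -0.19 in thymus, and Trp53inp1 at -0.88, -1.64 and -1.10 but 1.22 in thymus. G2-M genes outside thymus had medians of 0.08 and -0.01 in heart, 0.01 and 0.14 in lung and 0.02 and 0.08 in liver, of which the p66−/− lung value lay above the range of random lists, and each p53−/− value turned negative with cyclic loess. Centring each array on its median moved the median of all genes by more than 0.1, from -0.028 to 0.116 in p66−/− thymus, from -0.004 to -0.119 in p66−/− heart and from 0.069 to -0.039 in p53−/− lung.

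**Figure D3:**
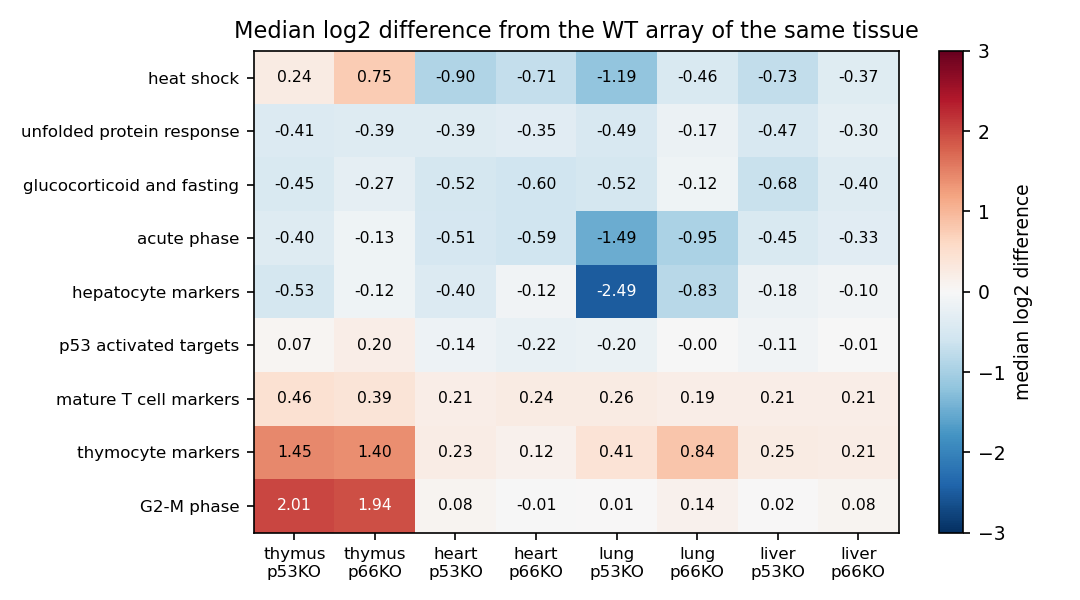
Median log2 difference from the WT array of the same tissue for 9 gene lists (vertical) in 8 comparisons (horizontal), from blue (lower) to red (higher). Unfolded protein response and glucocorticoid and fasting genes lie below 0 in all 8, and heat shock genes in heart, lung and liver; the sign changes with another scaling for heat shock and p53 targets in p53KO thymus, acute phase and hepatocyte lists in p66KO thymus, G2-M in p53KO heart, lung and liver, and hepatocyte markers in p53KO liver.

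Across the 4 tissues, which were the only repeats of a genotype, the question was which transcripts differed in the same direction throughout. The paper does not state whether the 4 tissue pools of a genotype came from the same mice. If they did, the tissues are not independent repeats, although the limma, fry and camera p values treat them as such. Hspa1b, an inducible chaperone of the heat shock response, was the 1 gene past the threshold. It fell by 3.20 in p53−/− (SE 0.31, 4 of 4 tissues, adjusted p = 0.0208 by limma), and 1873 genes had an unadjusted p under 0.05, of which 758 were higher and 1115 lower. This balance depended on the fit. With tissue as a random block 802 were higher and 523 lower, and with quantile normalization repeated 946 and 988. The adjusted p of Hspa1b was 5.6e-04 without thymus, 0.1691 without heart, 0.2771 without lung and 0.2207 without liver. Its difference in these fits was -3.45, -3.14, -2.82 and -3.39, so its size changed little where the call was lost. With only the 8 arrays of the genotypes compared limma called 0 genes in p53−/−. In p66−/− limma called 0 genes, with 717 at an unadjusted p under 0.05. The lowest p values there belonged to Hspa1b (-2.03), the sterol hydroxylase Cyp39a1 (-1.12), the endoplasmic reticulum genes Creld2 (-0.79) and Ficd (-0.75) and St6galnac6 (-0.63), each lower in 4 of 4 tissues, with limma adjusted p between 0.8803 and 0.9999. Between p53−/− and p66−/− limma called 0 genes, with 749 at an unadjusted p under 0.05.

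Without the thymus arrays, limma called 19 genes higher and 365 lower in p53−/−, each with the same sign in the 3 other tissues, and 150 of the 384 had that sign in thymus too. It called 5 genes in p66−/−, all lower, which were named after their values were seen: the chaperones Dnajb1 (-1.49, adjusted p = 0.0048) and Hspa1b (-2.30, 0.0303), the neutrophil genes S100a9 (-1.68, 0.0303) and S100a8 (-1.98, 0.0303) and the ubiquitin ligase Rnf6 (-1.02, 0.0303), each lower in 3 of 3 tissues. Of these 5, only 1, Hspa1b, was lower in p66−/− thymus too, and the others were higher there. Without thymus and lung together it called 109 and 21 genes, without heart, lung or liver 0 in either knock-out, and with the mean of all probe sets of a gene 5 in p53−/−.

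Gene lists gave a clearer pattern across tissues. Unfolded protein response genes, which restore protein folding in the endoplasmic reticulum, fell in both knock-outs, with a median coefficient of -0.49 in p53−/− and -0.26 in p66−/−. Their medians were below 0 in 4 of 4 tissues, and the limma fry test gave adjusted p = 4.8e-04 and 0.0037. Adjusted over the list alone, 14 and 5 of 24 genes passed, against 0 over all genes. With cyclic loess their thymus medians moved from -0.41 to -0.97 in p53−/− and from -0.39 to -0.85 in p66−/−. Salivary gland markers moved with them, with coefficients of -2.11 and -1.99 over the 4 tissues, and of -0.17 and -0.12 without thymus. Hepatocyte markers had -0.99 and -0.27. Among the unfolded protein response genes, Creld2 stood at -1.26, -0.65, -0.94 and -1.37 in p53−/− thymus, heart, lung and liver, and Dnajb9, a chaperone of the endoplasmic reticulum, at -1.66, -0.80, -1.38 and -1.32. Glucocorticoid and fasting genes fell too, with median coefficients of -0.38 and -0.49, the same direction in 4 of 4 tissues and a limma fry adjusted p of 0.0143 in each. Adjusted over the list alone, 8 genes (1 of them higher) and 7 of 18 passed, against 0 over all genes. Mature T cell markers rose by a median coefficient of 0.23 in p53−/− and 0.28 in p66−/−, in 4 of 4 tissues, with limma fry adjusted p of 0.0190 and 0.0146, but 0 of 19 genes passed adjusted over the list alone, and 0 over all genes. In p53−/− camera lost them, adjusted p = 0.1098 with an estimated correlation. Their medians were 0.21 and 0.24 in heart, 0.26 and 0.19 in lung and 0.21 and 0.21 in liver, and with those of thymus 4 of the 8 lay inside the range of random lists, both in heart, p66−/− in thymus and p53−/− in lung. Thymocyte markers moved with them, with coefficients of 0.49 and 0.70. Acute phase genes fell in p53−/−, with a median coefficient of -1.10, 4 of 4 tissues and a limma fry adjusted p of 0.0319, and 10 of 18 passed adjusted over the list alone, against 0 over all genes. Camera lost these too, adjusted p = 0.0651 with an estimated correlation. Hepatocyte markers moved with them in p53−/−, most of all in lung, where their median was -2.49 beside -1.49 for acute phase genes. In p66−/− their adjusted p by limma fry was 0.1604, and 1 gene passed over the list alone.

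By camera with a preset correlation, 18 lists passed in p53−/− and 22 in p66−/−. With an estimated correlation, camera kept unfolded protein response and glucocorticoid genes in both and mature T cell markers in p66−/−. Without heart, without lung or without liver, only the unfolded protein response remained in limma fry (adjusted p in p53−/− of 0.0029, 0.0075 and 0.0319), and without liver 0 lists passed in p66−/−, where 5 had an unadjusted p under 0.05. Heat shock genes had a limma fry adjusted p of 0.0702 in p53−/− and 0.3322 in p66−/−, and 7 and 3 of 15 passed adjusted over the list alone, against 1 and 0 over all genes. With thymus left out the list passed (0.0175 and 0.0419, lower in 3 of 3 tissues), and 9 and 2 of 15 genes passed over all genes. In thymus the heat shock medians were above 0, at 0.24 and 0.75, both inside the range of random lists. With cyclic loess they were -0.31 and 0.025. G2-M genes had limma fry adjusted p of 0.4148 in each knock-out, and 0 of 53 passed adjusted over the list alone. Of the p53 target genes 4 of 38 passed adjusted over the list alone in p53−/− (limma fry 0.4148) and 0 in p66−/− (0.5937), and of the hepatocyte markers 12 of 24 in p53−/− (0.1525) and 0 in p66−/− (0.5680).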

Values the study reported

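The study reported that ~65% of p53-dependent regulations were shared with p66 in thymus, ~36% in heart, ~33% in liver and ~15% in lung. It gave ~30% for the share of the fibroblast regulations that were found in thymus. By Q-PCR, 6/6 genes tested were up-regulated in thymus of p66−/− and p53−/− mice, with 8 animals for each genotype.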

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

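Of the tests below, those of salivary gland RNA as part of the thymus difference, of fewer cortical thymocytes, of liver RNA in lung and of loss of p53 or p66Shc were chosen after the results were seen, as were the other choices of thymus-enriched genes, the liver-enriched genes in no list and the heat shock range and thymocyte gap after other scalings. The others were set out before their results were seen.

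The direction of some groups differed between tissues. Probe sets lowered by H2O2 in MEFs were higher in both knock-outs in thymus and lower in heart, a gap of 0.61 between the tissues, and those raised by H2O2 showed a gap of 0.17 in the same direction. Skeletal muscle markers were slightly higher in both knock-outs in heart and lower in lung and liver, gaps of 0.66 and 0.47. The heart values turned to -0.26 and -0.57 when only brighter genes were kept. These differences between tissues were not tested. The 18S ribosomal RNA control probe sets, which serve no gene comparison, were 4.27 higher on the p53−/− lung array than on the WT lung array, and those of the p66−/− thymus array were 4.89 lower than on the WT thymus array.

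Proliferation genes were higher on both knock-out thymus arrays than on the WT thymus array, the only one of its kind, which also held the salivary gland transcripts. Salivary gland RNA that dilutes the WT thymus sample is argued against as the whole of the difference for the G2-M genes. These exceeded thymus-enriched genes of like signal by 0.50 in p53−/− and 0.28 in p66−/−. The upper bounds from random lists were 0.23 and 0.21. With the stricter choice the excess was 0.30 and 0.16, the latter only narrowly above its bound of 0.15. Without known cell division genes it was 0.65 and 0.36. The S phase genes showed no such excess in p53−/−, where their direction turned relative to the 187 thymus-enriched genes. For them dilution by salivary gland RNA is not argued against there. As part of the difference it may apply, since 186 of 187 thymus-enriched genes were higher in each knock-out, with a smaller median of 1.65, and 145 of the 146 that are not known for cell division, with a smaller median of 1.52, although choosing genes that are high on the knock-out arrays raises this value somewhat. Fewer cortical thymocytes in the WT sample stay open, since thymocyte markers exceeded mature T cell markers by 0.996 or more in each knock-out but with cyclic loess by only 0.33 and 0.11, and so does a rise in proliferation through loss of p53 or p66Shc, which cannot be told apart from a property of 1 pool of WT thymus with 1 array, while the Q-PCR of the study quoted above runs the same way and was not analysed here.

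Heat shock genes were lower in both knock-outs in heart, lung and liver, with medians from -0.37 to -1.19. The authors' normalization is argued against as the whole cause, since after cyclic loess 0 of the 6 medians lay inside the range of random lists, as after repeated quantile normalization. In heart, though, they moved with cyclic loess from -0.90 to -0.60 in p53−/− and from -0.71 to -0.30 in p66−/−, so scaling may carry part of the difference there. Another time of day at dissection of the WT mice stays open, as the mean size of the clock gene differences, whatever their direction, lay above the range of random lists in 1 of the 6 comparisons, p66−/− liver. Loss of p53 or p66Shc as the cause cannot be told apart from a difference in how the WT tissues were handled, with 1 WT array per tissue. The measure of RNA quality given above for lung ran the same way in heart and liver. The 3' end of Gapdh exceeded its 5' end by 0.41 on the WT heart array, 0.31 on p66−/− and 0.25 on p53−/−. In liver the values were 0.95, 0.90 and 0.82. Whether RNA quality bears on the heat shock genes was not tested.

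Hepatocyte transcripts were higher on the WT lung array than on the p53−/− lung array. Liver RNA in the WT lung sample may account for this, since 46 of the 50 most abundant liver-enriched genes, chosen without the lung arrays, or 92.0%, were 2-fold or more higher on the WT array, by a median of 2.55. The explanation was found from these data, but of the 27 genes in no list and not named here, 23 were also 2-fold or more higher. The mean signal of the 50 genes was 9.34 on the WT lung array, 8.34 on p66−/− and 6.68 on p53−/−, against 13.80 on the WT liver array. Lower levels through loss of p53 in lung cannot be excluded with 1 WT lung array.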

How the results depend on the processing

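Of the alternatives, the comparisons of the knock-outs with each other, those relative to thymus-enriched genes, the fit without thymus and lung, and the salivary gland list were chosen after the data were seen. All 125 differences of named genes kept their direction under the 4 alternatives for gene values, and 105 stayed 2-fold or more. For the 240 list medians 748 values were computed under 8 alternatives, not all of them run on every list, of which 639 kept their direction and 416 moved by less than the SD of matched random lists, against which movement was judged for want of replicates. Of the 394 for medians outside the random range 367 kept their direction, and of the 354 for those inside it 272. Under other scalings of the arrays, 46 of the 240 medians changed sign at least once. Pairs of values are p53−/− then p66−/−, and for the values below the cause was not tested. At 1.5-fold the counts of different genes were 5887 and 7208 in thymus, 2376 and 2673 in heart, 3388 and 718 in lung and 840 and 567 in liver, with 4604, 1196, 409 and 250 concordant. At 3-fold they were 752 and 901, 56 and 39, 194 and 34, and 25 and 21, with 532, 27, 10 and 14 concordant. Median centring gave 521 genes in p66−/− heart. The mean of all probe sets gave 213 and 178 in heart, 467 in p53−/− lung and 5 genes past the limma threshold in p53−/−. Brighter genes alone left 247 in p53−/− heart, 70 in p66−/− lung and 43 concordant in lung. Between the knock-outs 327 genes differed in thymus, 52 in heart, 615 in lung and 39 in liver. With the p53−/− array as the shared reference 153, 19, 432 and 15 genes were concordant in thymus, heart, lung and liver, and with the p66−/− array 103, 7, 28 and 15. By limma, leaving out 1 tissue in turn gave from 0 to 384 genes in p53−/− and from 0 to 5 in p66−/−, and from 1 to 5 and from 0 to 4 lists by fry. The 8 arrays of the genotypes compared gave 0 genes in p53−/−, the knock-outs against each other 0, and the fit without thymus and lung 109 and 21. Leaving out probe sets ending in _x_at or _s_at kept every count of 2-fold genes within 1.5 times its value, and an intensity trend or a random block for tissue kept the limma counts of 1 and 0, but with the random block the genes at an unadjusted p under 0.05 numbered 1325 and 351 in place of 1873 and 717. Camera called 18 and 22 lists with a preset and 2 in p53−/− with an estimated correlation. The G2-M median in thymus was 1.73 and 1.72 with cyclic loess, 2.16 and 2.20 with brighter genes, 0.10 between the knock-outs, and 0.50 and 0.28 relative to thymus-enriched genes, 0.30 and 0.16 with the stricter choice, and 0.65 and 0.36 without known cell division genes. The MEF probe sets lowered by H2O2 had medians with cyclic loess of 0.33 and 0.40 in thymus and -0.093 in p53−/− lung, with brighter ones alone of 0.68 and 0.79 in thymus, -0.12 and -0.14 in heart, -0.14 in p53−/− lung and -0.12 and -0.025 in liver, and against p53−/− in p66−/− thymus, heart, lung and liver of 0.065, -0.041, 0.11 and 0.053. Those raised by H2O2 had -0.19 in p53−/− lung and -0.036 in p66−/− liver with cyclic loess, 0.22 and 0.27 in thymus, -0.17 and -0.21 in heart, -0.19 in p53−/− lung and -0.11 in p53−/− liver with brighter ones, and -0.032, 0.051 and 0.018 in p66−/− heart, lung and liver against p53−/−. Signs reversed with cyclic loess for oxidative phosphorylation genes (-0.43 and -0.44 in thymus, 0.27 and 0.15 in heart) and cardiomyocyte markers in p66−/− heart (0.19), and with the mean for NRF2 and antioxidant genes in p66−/− liver (-0.28) and thymus (0.089) and skeletal muscle markers in p66−/− heart (-0.016). With brighter genes they reversed for B cell (0.090), salivary gland (0.10) and skeletal muscle markers (-0.26 and -0.57) in heart, erythroid markers in p53−/− liver (-0.19) and thymic epithelial markers in p66−/− lung (-0.010). Relative to thymus-enriched genes they reversed in thymus for S phase genes in p53−/− (-0.026), interferon response genes (-0.96 and -0.85) and thymocyte markers (-0.35 and -0.16), and without known cell division genes for the latter groups (-0.71 and -0.59, -0.26 and -0.13) but not for S phase genes (0.036), and relative to the genes outside their own list they stood at -0.96 and -0.85, and -0.27 and -0.24. Genes of low signal lie near the background of the arrays, where differences are compressed.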

Other observations

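The tests of other groupings of the arrays below were planned, and the salivary gland list was chosen after the data were seen. Several gene groups set out in advance showed differences that varied with tissue or scaling. NRF2 and antioxidant genes had medians in p53−/− and p66−/− of -0.08 and -0.05 in thymus, -0.26 and -0.40 in heart, -0.13 and -0.14 in lung and -0.02 and 0.07 in liver, and the p66−/− thymus and p53−/− liver values changed sign with another scaling. With cyclic loess they were -0.58 and -0.42 in thymus, -0.04 and -0.18 in heart and 0.15 in p66−/− liver. Sterol and fatty acid synthesis genes had medians of -0.30 and 0.15 in thymus, -0.31 and -0.45 in heart, 0.02 and -0.02 in lung and -0.04 and -0.06 in liver. With another scaling the sign changed for p66−/− thymus, p53−/− lung and both liver values. Oxidative phosphorylation genes, with medians of 0.24 and 0.37 in thymus, -0.01 and -0.26 in heart, 0.05 and 0.26 in lung and -0.06 and 0.02 in liver, changed sign with another scaling in all but p66−/− lung. By limma fry these lists did not pass, with adjusted p in p53−/− and p66−/− of 0.4148 and 0.4428 for NRF2, 0.2374 and 0.5114 for sterol and 0.8430 and 0.5647 for oxidative phosphorylation genes.

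Circadian clock genes had medians of 0.17 in p53−/− liver and -0.20 in p66−/− lung, both outside the range of random lists, and limma fry adjusted p of 0.6174 and 0.4148. Endothelial markers were outside that range in liver (0.21 and 0.19), with adjusted p of 0.8714 and 0.9696. Erythroid markers were outside it in p66−/− lung (-0.17), and in p53−/− liver (0.16), where the sign turned with brighter genes alone, with adjusted p of 0.6144 and 0.4428. Pancreas and thyroid markers were outside it in heart (-0.31 and -0.34), in p66−/− lung (-0.20) and in p66−/− liver (0.28), with adjusted p of 0.7397 and 0.4616. Lung epithelial markers lay inside the range in every comparison with WT, with adjusted p of 0.9931 and 0.5946, although 1 of them, Scgb1a1, was the gene furthest above WT in liver. In p53−/− thymus, where their median was 0.01, 6 of 22 were 2-fold or more lower. Between p53−/− and p66−/− their medians lay outside the range in thymus (-0.22) and lung (0.035). Myeloid markers had adjusted p of 0.4591 and 0.5811, and salivary gland markers, in a run with that list added, 0.4544 and 0.4375. In the other lists described tissue by tissue the limma fry adjusted p lay between 0.1094 and 0.8714.

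Regrouping the genotypes within tissues showed what the count of genes across tissues rests on. For p53−/− limma called 1 gene, the highest of the other groupings called 0, and 1 of 100 groupings, the real one, gave as many. A call was therefore rare among these groupings. The p of Hspa1b itself was not followed through them, so chance is not decided for that gene. The call was lost without heart, without lung, without liver and with only the 8 arrays of the genotypes compared. Without heart, lung or liver the difference of Hspa1b was still -3.14, -2.82 and -3.39. For p66−/− the real count was 0 and the highest of the others 0, so all 100 gave as many whatever the data, and this decides nothing about chance. At an unadjusted p under 0.05, 11 of 100 groupings gave as many genes as the 1873 of p53−/−, and 27 of 100 as many as the 717 of p66−/−. The highest were 4613 and 5499 genes, above the real counts. The cause of this was not tested, and genotype differences that vary between tissues enter these groupings too.

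The share of p53−/− genes that were also different in p66−/− was 75.1% in thymus, 39.9% in heart and 40.9% in liver, or 78.2%, 50.3% and 29.8% at 1.5-fold. In lung it was 7.51%, or 12.1% at 1.5-fold. The lung share is lower than the value quoted from the study above, whose threshold for the tissues is not stated. At 2-fold the shares of thymus, heart and liver are higher than the study's values, and at 1.5-fold that of liver is lower. The share of the MEF probe sets found in thymus in the opposite direction in both knock-outs at 2-fold or more was 17.3%. It held 63 of the 206 lowered but only 4 of the 181 raised probe sets. The pooled share is lower than the value quoted from the study above, and rests on pooling these sets and on the threshold chosen. At any size 145 of the 206 lowered and 60 of the 181 raised probe sets lay in the opposite direction in both. The way the shares were formed differs too.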
